# Two responses to MeJA induction of R2R3-MYB transcription factors regulate flavonoid accumulation in *Glycyrrhiza uralensis* Fisch

**DOI:** 10.1371/journal.pone.0236565

**Published:** 2020-07-30

**Authors:** Yali Li, Xiuli Chen, Jiaqi Wang, Guangping Zou, Lu Wang, Xueshuang Li

## Abstract

Flavonoids are key components of licorice plant that directly affect its medicinal quality. Importantly, the MYB family of transcription factors serves to regulate the synthesis of flavonoids in plants. The MYB transcription factors represent one of the largest families of transcription factors in plants and play important roles in the process of plant growth and development. MYB gene expression is induced by a number of plant hormones, including the lipid-based hormone jasmonate (JA). Methyl jasmonate (MeJA) is an endogenous plant growth regulator that can induce the JA signaling pathway, which functions to regulate the synthesis of secondary metabolites, including flavonoids. In this study, MeJA was added to licorice cell suspensions, and RNA-seq analysis was performed to identify the differentially expressed genes. As a result, the MYB transcription factors *GlMYB4 and GlMYB88* were demonstrated to respond significantly to MeJA induction. Subsequently, the *GlMYB4* and *GlMYB88* protein were shown to localize to the cell nucleus, and it was verified that *GlMYB4* and *GlMYB88* could positively regulate the synthesis of flavonoids in licorice cells. Overall, this research helps illustrate the molecular regulation of licorice flavonoid biosynthesis induced by MeJA.

## Introduction

Flavonoids are a class of naturally occurring compounds that have a 2-phenyl-chromone structure. A large number of studies have shown that flavonoids are non-toxic and harmless; in addition, they possess many biological activities and pharmacological effects, including antioxidant, anticancer, anti-inflammatory and so on [1–3]. Licorice (Glycyrrhiza uralensis Fisch) is mainly distributed in western China, including the Inner Mongolia, Ningxia, Xinjiang, and Gansu regions. It is one of the most widely used medicinal herbs, and both its roots and rhizomes are used therapeutically [4, 5]. The primary medicinal components of licorice are flavonoids and triterpenoids [6–9]. At present, licorice is widely used in both the pharmaceutical industry and in the production of food additives. In the latest research, the team of Liang Jiangong synthesized a kind of highly biocompatible CDs (Gly-CDs) from active ingredient (glycyrrhizic acid) of Chinese herbal medicine by a hydrothermal method, and found that the Gly-CDs possess extraordinary antiviral activity with multisite inhibition mechanisms for the porcine reproductive and respiratory syndrome virus (PRRSV) [10].

The biosynthesis of flavonoids in plants begins with the phenylpropane metabolic pathway [11, 12]. Among them, cinnamic acid-4-hydroxylase (C4H) and chalcone synthase (CHS) are two enzymes in the flavonoid synthesis pathway. C4H belongs to P450 monooxygenase, which acts on the second step of the whole metabolic pathway and is a key enzyme in the phenylpropane metabolic pathway. The protein activity of C4H has a direct effect on the synthesis of flavonoids, lignin, etc., and is an important adjustment point in the metabolism of phenylpropanoids. CHS is a key enzyme that leads the phenylpropane metabolic pathway to the synthesis of flavonoids. MYB transcription factors (TFs) can affect the expression of *CHS* gene.

The MYB TFs comprise one of the largest families of TFs in plants and play important roles in the processes of plant growth and development. Additionally, these are the main TFs involved in the regulation of flavonoid synthesis [13–16]. In the metabolic pathway of flavonoids, including cell wall component synthesis, biosynthesis of glucosinolates, other primary and secondary metabolic reactions, they also play an important role in metabolic regulation [17–20]. Studies have shown that *MYB* genes can be induced by environmental factors, such as ABA (abscisic acid), SA (salicylic acid), jasmonate (JA), and others [21–24].

Methyl jasmonate (MeJA), which is a JA analog, is one of the main signal molecules in the phenylpropane metabolic pathway [25]. Studies have shown that JA signaling has a regulatory effect on the synthesis of secondary metabolites, such as terpenoids, phenylpropanoids, and alkaloids, which present with a wide range of biological functions [26]. Some secondary metabolites have been shown to accumulate in plant cells following MeJA treatment, including paclitaxel in Taxus cells [27, 28], terpenoid in *Centella asiatica* cells [29], and ginseng saponins in ginseng cells [30]. However, the biological mechanism underlying the induction of licorice flavonoids by MeJA and the associated changes in the transcriptome are relatively unknown.

In the present study, changes in the transcriptional profile in licorice cells were assessed following MeJA treatment via the RNA-Seq method. In total, differentially expressed MYB TFs were identified based on this analysis. The *GlMYB4* and *GlMYB88* gene were subsequently cloned. As these genes presented significantly altered MeJA-induced expression, and the effect of *GlMYB88* was obvious. Based on bioinformatic analyses, subcellular localization, overexpression, and flavonoid accumulation, it was verified that these genes functioned as a flavonoid synthesis-related gene in licorice. These results help to illustrate the molecular regulatory mechanisms underlying the biosynthesis of licorice flavonoids induced by MeJA. Moreover, this study serves as a valuable resource for further analysis of the regulatory mechanisms involved in flavonoid biosynthesis in plants.

## Materials and methods

### Plant materials and reagents

The experiment was carried out in the plant cell culture room of the Inner Mongolia University of Science and Technology (China). The tested licorice variety was *Glycyrrhiza uralensis* Fisch, and the seeds were purchased from Erdos City, Inner Mongolia, China. A licorice cell suspension culture system was established, and the entire operation was carried out at 25±1°C, with the pH maintained at 5.8 [5]. *Nicotiana benthamiana* was grown in a glasshouse and used for subcellular localization analysis.

Some kits, antibiotics, pUCm-T vectors, and primers used in the experiment were purchased from Sangon Biotech (Shanghai, China). Restriction enzymes were purchased from Takara Biomedical Technology (Beijing, China). T4 DNA Ligase, ampicillin, 6-benzyladenine (6-BA), naphthaleneacetic acid (NAA), 2,4-dichlorophenoxyacetic acid (2,4-D), and MeJA were purchased from Sigma-Aldrich (USA). *Escherichia coli* DH5α, *Escherichia coli* Top10, *Agrobacterium tumefaciens* GV3101, and pJG054 plasmid vectors were all available and stored in the laboratory.

### Establishment of cell suspension culture system and MeJA treatment

The calli were induced from the young hypocotyl of licorice aseptic seedlings, from which the licorice cells were obtained. After culturing for 20 generations on a solid medium, the cells were inoculated into 100 mL of MS liquid medium supplemented with 2,4-dichlorophenoxyacetic acid (2,4-D, 1.0 mg•L^-1^), naphthaleneacetic acid (NAA, 0.5 mg•L^-1^), and 6-benzyladenine (6-BA, 0.5 mg•L^-1^) and then cultured at 120 rpm for 3 weeks (S1 Fig) [5]. A well-grown suspension cell line was selected, cleaned with liquid medium, and then transferred to a fresh suspension medium containing 100 mL MeJA (LABEST, China) at a final concentration of 100 uM. Alternatively, an equal volume of anhydrous ethanol was added to the liquid medium as a control. Then, the cells were cultured at 120 rpm for 48 h. The treatment method is shown in S1 Table.

### RNA extraction, cDNA acquisition, and qPCR

RNA from filtered cells was extracted using RNAiso Blood extraction reagent (Takara, China). cDNA acquisition was achieved using a PrimeScript RT reagent kit with gDNA Eraser (Takara, China). The primers used for the *CHS*, *C4H*, and *Actin* genes are presented in S2 Table. qPCR was performed using TB Green Premix Ex Taq (Takara, China), and run on an ABI7500 Real-Time PCR machine (ABI, USA) following the manual’s recommendations. Then the resulting data were analyzed using the 2^(-ΔΔCt) method [31].

### Sequencing

After analyzing the cells in each group from the above experiments, we selected an experimental group in which the relative expression levels of the two enzyme genes changed significantly. The suspension cultured cells were selected which treatment by MeJA and filtered, the constant weight cells were sequenced in Beijing novogene company (China).

In this research, it is mainly analyzed about gene expression level, genetic function commentary, RNA-seq quality evaluation and differential expression. Among them, the genetic function commentary includes RefSeq non-redundant proteins (NR), Gene Ontology (GO), the Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Gene cloning and vector construction

RNA-seq was used to screen MYB TFs significantly responding to MeJA induction, and the predicted sequences were obtained, which were named *GlMYB88* and *GlMYB4*. The cloning of *GlMYB4* and *GlMYB88* was performed using a TransStart FastPfu DNA Polymerase kit (Trans, China); the primers used are presented in S2 Table. The amplification period was: 95°C 20 s, 58°C 20 s, 72°C 1 min for 40 cycles. The PCR product was ligated with the pUCm-T vector at 16°C overnight, generating the T-*GlMYB88* and T-*GlMYB4* vector, and then transferred into *E*. *coli* Top10 sensitive cells. The positive clones were screened and sent to Sangon Biotech (Shanghai, China) for sequencing. Retrieve the results through the Pfam online database (http://pfam.sanger.ac.uk/). The protein sequences were put into the NCBI database for comparison, and MEGA7.0 software was used to construct the phylogenetic tree and analyze the genetic relationship.

For the construction of the expression vector pJG054-*GlMYB88* and pJG054-*GlMYB4*, the T-*GlMYB88* and T-*GlMYB4* plasmid were used as the template for PCR using the J88-F/R and J4-F/R primers, which are presented in S2 Table. The amplification sequence was ligated with *Apa*I-digested pJG054 vector to generate a GlMYBs-YFP fusion construct under the control of cauliflower mosaic virus 35S (CaMV 35S) promoter, then transformed into *E*. *coli* Top10 sensitive cells. The positive clones were screened.

### Subcellular localization analysis

The recombinant plasmid pJG054-*GlMYB88* and pJG054-*GlMYB4* were extracted and transferred into *Agrobacterium* GV3101 competent cells, which were then cultured at 28°C for 48 h. The positive colonies were screened and injected into tobacco leaves (6 weeks old) via the injection osmotic method. Fluorescence was then observed under a laser confocal microscope (Nikon, Japan) after 60–72 h of culture.

### Expression analysis of *GlMYB4* and *GlMYB88* in the different structures and growth periods of licorice

RNA was extracted from root, stem, leaf, and cotyledon samples of aseptic licorice seedling at different growth periods (2, 3, 4 and 5 weeks) to obtain cDNA (methods detailed above). The primers M88D1-F/R and M4D1-F/R (S2 Table) were used, and qPCR was performed. The Actin reference gene served as a control to analyze the relative expression of *GlMYB4* and *GlMYB88* in these different structures and at the different growth periods.

### Overexpression of *GlMYB4 and GlMYB88* in licorice cells

Since the selected vector pJG054 contains kanamycin resistance gene, in order to ensure that the transformed cells can grow normally, it is necessary to screen for the kanamycin resistance concentration of licorice cells. Licorice cells in good growth condition were inoculated on cell which cultured on solid media culture medium with different kanamycin concentration, cultured in light incubator for 30 days, and their growth status was observed.

*Agrobacterium* harboring the pJG054-*GlMYB88* and pJG054-*GlMYB4* plasmid were co-cultured with suspended licorice cells for 2 days. The genomic DNA of the cells was extracted by the CTAB method to detect vector marker gene in transformed cell [32]. Total RNA was then extracted from transformed cell for qPCR validation (methods detailed above). The remaining cells were subcultured. After 40 days, the licorice cells were dried and ground to a powder, and 20 times the volume of 80% methanol was added to soak for 24 hours. The total flavonoids in the cells were extracted via an ultrasonic method, and the flavonoid content was detected using UV-Vis spectrophotometry (510 nm) [33]. The content of isoliquiritigenin was detected by High Performance Liquid Chromatography (HPLC).

## Results

### Expression of the *CHS* and *C4H* genes in response to MeJA induction

More than 20 generations of cells were selected for the establishment of the suspended cell lines, and a suspension of free cells was formed following 2–3 subcultures (S1 Fig). Total RNA was extracted from the cells following the different treatment conditions. qPCR experiments were conducted using a quantitative method, and these experiments were each repeated three times. The results showed that the relative expression levels of the *C4H* and *CHS* genes, both known flavonoids biosynthesis genes, in the MeJA treatment group were higher than those in the control group within 1–12 h, and their relative expression levels were the highest after 9 h (Fig 1). This effect was significant compared with the other treatment times. Overall, the relative expression of the *C4H* gene was generally greater than that of the *CHS* gene, and these results indicated that MeJA could regulate the expression of both of these genes.

**Fig 1:**
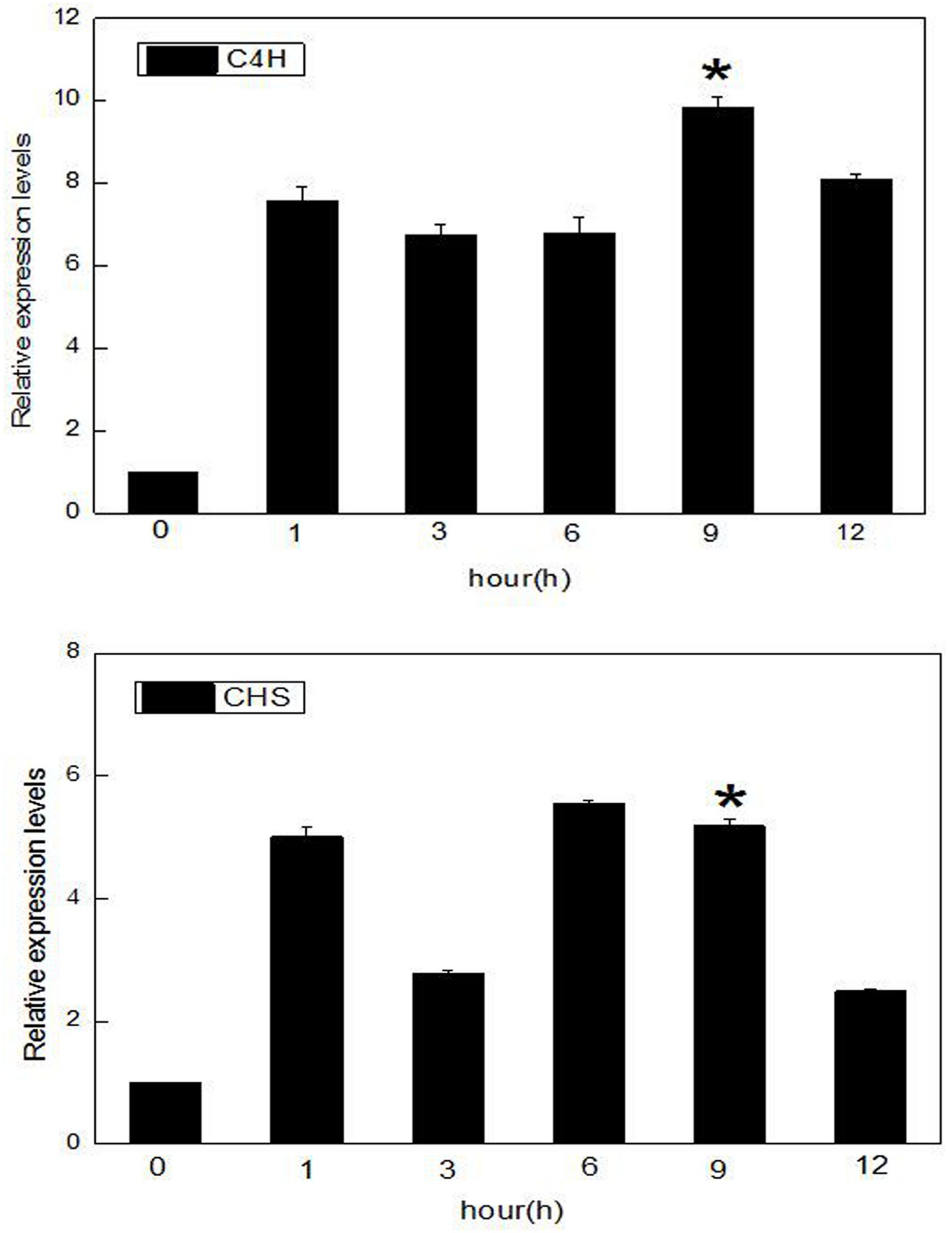
Expression analysis of the *CHS* and *C4H* genes in licorice cells. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for the untreated cell: *P < 0.05. The expression levels of *CHS* and *C4H* in cells treated with MeJA at different times as based on qPCR analysis; *C4H*: cinnamic acid-4-hydroxylase; *CHS*: chalcone synthase.

### Functional genetic analysis

The expression of *C4H* and *CHS* was the highest after 9 h of MeJA induction. As such, cells at this time point were selected for library building and Illumina sequencing. 

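RNA-Seq libraries were made from suspended licorice cells, 3 labelled as treated with MeJA and 3 labelled as control cells given anhydrous ethanol. Polyadenylated RNA was selected, fragmented and reverse transcribed with random hexamers, and no genome was used, so the assembled unigenes carry no chromosome position. The paper's methods give a final MeJA concentration of 100 uM and refer to S1 Table, where 25 μL of MeJA solution or 20 μL of ethanol was added for 9 h. The methods also state a culture time after the addition that is longer than these 9 h. The sample labels give 0.5 μL of MeJA or 0.4 μL of ethanol per mL, for 9 h. For each library the authors deposited the fragments that RSEM estimated for each unigene, without normalization, and the FPKM, which scales the fragments by the length of the unigene and the size of the library. The libraries labelled MeJA held 17556951, 20639580 and 20304519 counted fragments in replicates 1 to 3, with a median of 20304519. The libraries labelled control held 20285413, 17041505 and 21670945, with a median of 20285413. The group totals could not be told apart (two-sided exact permutation test, p = 1.0, n = 3 and 3, where the smallest possible p is 0.1).
The sample name written inside each file carries the opposite group letter to the sample's title, in 6 of 6 libraries. Groups are therefore named by the sample labels, as libraries labelled MeJA and libraries labelled control, and every direction of change is reversed if the names inside the files are the right ones. Estimated counts were rounded to whole numbers, and library sizes were scaled with edgeR's TMM factors. CPM values, counts scaled to the library size, use these factors. The factors were 1.26, 1.28 and 1.13 for the libraries labelled MeJA and 0.919, 0.748 and 0.800 for those labelled control. The biological coefficient of variation between replicates was 45.8%.
Across unigenes, Pearson's r of log2(FPKM + 1) averaged 0.779 between replicates labelled MeJA (0.778 to 0.780), 0.706 between replicates labelled control (0.692 to 0.720) and 0.667 between the groups (0.611 to 0.708). Unigenes are not independent replicates, so no p was computed for these values. Ranks in place of log values moved them most, to 0.652, 0.588 and 0.521.

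**Figure D1:**
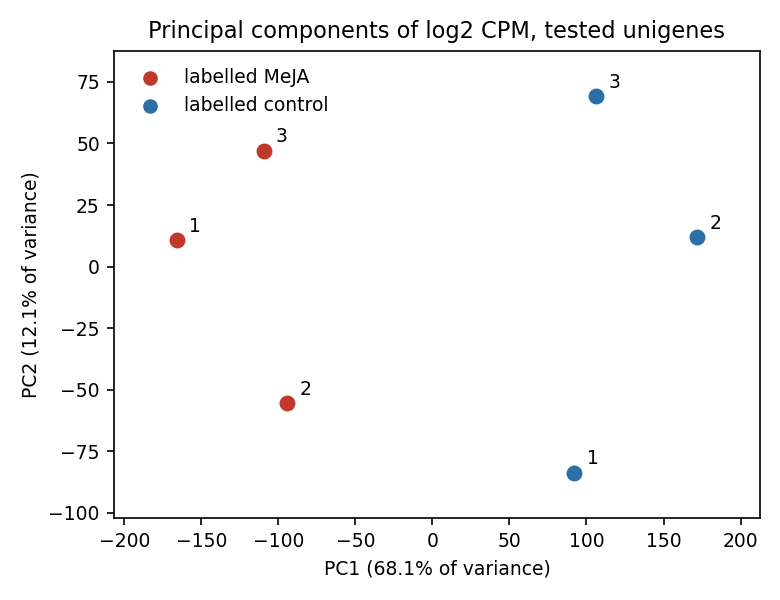
Principal components of log2 CPM of the tested unigenes in the 6 libraries, each point a library with its replicate number. PC1, on the horizontal axis, holds 68.1% of the variance and separates the libraries labelled MeJA from those labelled control; PC2, on the vertical axis, holds 12.1%.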

From the statistical table of the splicing of transcripts, the transcripts have 151,529 and unigenes have 116,07 (S3 Table). 

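Each of the 6 deposited files listed 116907 unigenes, the number in S3 Table. Their identifiers group them into 105472 components of the assembly, the part of the identifier that unigenes built from connected sequence share. Of the unigenes, 19330 lay in a component with more than 1 member, and the largest component had 14. The authors' read assignment could split fragments between such members. No fragment was counted in any of the 6 libraries for 22770 unigenes (19.5%), and 29362 (25.1%) were counted in every library. At an FPKM above 0.3, 48093 ± 2862 (SD, n = 3) unigenes were detected per library labelled MeJA and 47995 ± 2307 (SD, n = 3) per library labelled control, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 1.0). An FPKM threshold of 1 moved these numbers most, to 35736 and 33969. Of all unigenes, 30658 were above 0.3 in every library labelled MeJA, 29262 in every library labelled control and 22693 in every library of both groups.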

The transcriptome datasets derived from these licorice cells were submitted to the Gene Expression Omnibus (GEO) (number GSE128503).

Functional annotation of the licorice transcriptome sequences was performed using the NR database available at NCBI. The NR database is a protein database that is generally used to annotate protein function and species. By comparing the experimentally obtained gene sequences with the NR database, the similarity between the gene sequence of the experimental species and the gene sequence of related species, as well as the associated functional information, can be obtained. Based on the results of the NR library comparison, the sample sequences appeared to be most similar to those of legume plants (S2 Fig). GO analysis evaluates the target genes based on three major categories: biological process, molecular function, and cell composition/localization. A total of 35,556 unigenes were successfully annotated via GO, covering up to 30.41% of the total unigenes. 

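The paper's number of unigenes annotated via GO makes 30.4% of the unigenes listed in the deposited files. The files pair no identifier with a GO term. At an FPKM above 0.3, 79.8% of the listed unigenes were detected in at least 1 library and 19.4% in all 6.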

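Differential expression was tested on the 24646 unigenes that passed edgeR's filter on low counts, which hold between 99.3% and 99.5% of each library's counts. The paper's text names RSEM for the expression levels and does not name the test or the threshold behind its DEGs. With edgeR's quasi-likelihood test (two-sided, Benjamini-Hochberg adjustment) and an adjusted p threshold of 0.05, 6663 unigenes were called as DEGs, which is 27.0% of those tested. Of these, 3514 were higher and 3149 lower in the libraries labelled MeJA, and these directions are exchanged if the sample names inside the files hold. Scaling by total counts alone gave 7924 DEGs, with 6104 higher and 1820 lower, so that the share higher went from 52.7% to 77.0%. That scaling moved the median log2 fold change of all tested unigenes from -0.01 to 0.56.
A threshold of 0.01 called 2746 DEGs, 1359 higher and 1387 lower, and a threshold of 0.001 with an absolute log2 fold change of at least 1 called 70. Without the library labelled MeJA 1 there were 3418 DEGs, and without the library labelled control 2 there were 3803. With the replicate number as a block in the fit there were 8350, 6564 of them among the 6663. In 6510 of the 6663 DEGs (97.7%) every library of one group had a higher CPM than every library of the other. Among all tested unigenes this held for 11091 (45.0%), where chance gives 10% for 3 libraries against 3.
The files do not pair the unigene identifiers with gene names, and 4 unigenes are given by identifier. Unigene c72721_g1 had 66.3 ± 17.9 CPM (SD, n = 3) in the libraries labelled MeJA and 0.611 ± 0.275 (SD, n = 3) in those labelled control. Its log2 fold change was 6.74 (standard error 0.47, adjusted p = 0.000226 from edgeR's quasi-likelihood test). Standard errors here are the absolute log2 fold change divided by the square root of that test's F statistic, as edgeR prints none. Unigene c30011_g1 had 22.8 ± 9.64 CPM (SD, n = 3) in the libraries labelled MeJA and only 1, 0 and 1 counts in the libraries labelled control. The ratio of its pooled counts was 538, with a 95% exact interval of 149 to 4445 that covers counting error only (adjusted p = 0.000408 from the same edgeR test). In the other direction, c58166_g4 had 2, 3 and 3 counts in the libraries labelled MeJA and 36.3 ± 11.1 CPM (SD, n = 3) labelled control, a ratio of 310 (157 to 718) toward control (adjusted p = 0.000226 from the same edgeR test). Unigene c56803_g1 had 0.620 ± 0.283 CPM (SD, n = 3) in the libraries labelled MeJA and 159 ± 49.4 (SD, n = 3) in those labelled control, a log2 fold change of -7.99 (standard error 0.53, adjusted p = 0.000226 from the same edgeR test). With each library left out in turn, the log2 fold change of c72721_g1 stayed between 6.49 and 7.19 and that of c56803_g1 between -8.38 and -7.73. The paper takes the DEGs of its own comparison on to the GO, KEGG and transcription factor classes.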

Using RSEM software to analyze the gene expression levels, a total of 2,650 differentially expressed genes (DEGs) were identified, with 1,464 genes shown to be up-regulated and 1,186 genes shown to be down-regulated (S3 Fig). By mapping all the DEGs to each term of the GO database, the most highly enriched GO functional items were identified among the DEGs in comparison with the genomic background. This analysis indicated that many of the DEGs were significantly related to known biological functions (Fig 2A), with most of the DEGs dominant in five terms, including cellular process, metabolic process, single-organism process, binding, and catalytic activity.

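Only the tested unigenes could have been called, and the DEGs make 5.70% of all unigenes in the files. By quartile of mean CPM, the share of tested unigenes called was 20.8%, 25.6%, 29.8% and 31.9% from the least to the most counted. The share of DEGs that were higher in the libraries labelled MeJA was 44.2%, 63.5%, 67.0% and 36.3% in the same quartiles, and each is the share lower if the names inside the files hold. By quartile of effective length, recovered from the deposited counts and FPKM, the share called was 22.3%, 26.8%, 28.9% and 30.1% from the shortest to the longest. The GO terms behind Fig 2A were not used here.

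**Figure D2:**
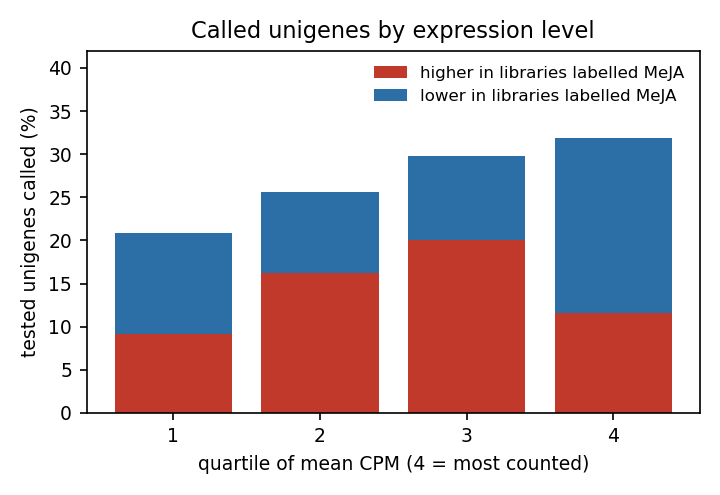
Percent of tested unigenes called as DEGs in each quartile of mean CPM, from the least counted (1) to the most counted (4), with unigenes higher in the libraries labelled MeJA in red and lower in blue. The share called goes from 20.8% to 31.9%, and unigenes lower in the libraries labelled MeJA make the larger part in quartiles 1 and 4.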

**Fig 2:**
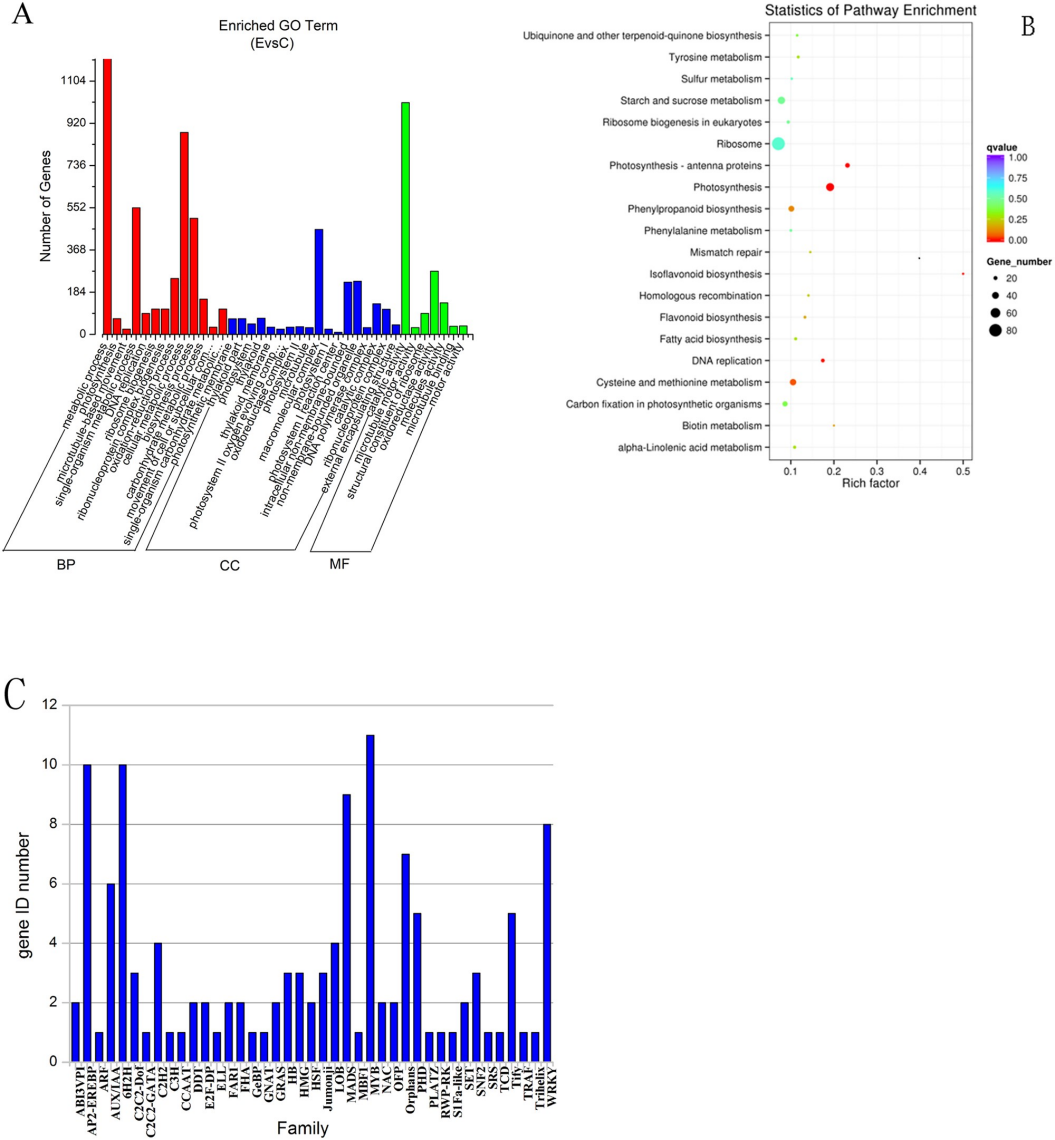
Sequence data analysis. (A) Enriched GO Terms. Find out which of the different genes are higher in the GO group. (B) KEGG pathway enrichment diagram depicting the differentially expressed genes (DEGs) among the metabolic pathways. (C) Classification of the genes with significant differential expression. Identity of the genes with the most apparent changes in their expression levels.

The KEGG database is used to systematically analyze the metabolic pathways associated with gene products and compounds in the cells and helps establish the functions of the target genes by integrating genome, chemical, molecular, and biochemical systems data. To search for metabolic and signal transduction-related genes, all of the DEGs present in the KEGG database were mapped. The KEGG enrichment analysis results were converted into scatter diagrams (Fig 2B), and the rich factor in this figure represents the ratio of the number of genes under the pathway entry among the DEGs relative to the total number of genes for the pathway entry among all the annotated genes. The closer the q-value is to 0, the more significant the enrichment is. Overall, the results indicated that the gene change for the isoflavonoid biosynthesis pathway was most apparent and that the enrichment degree was large.

TFs regulate the spatiotemporal expression of plant defense genes in response to abiotic and biotic stresses. This analysis showed that the DEGs that responded to MeJA elicitation were largely represented by the TF families regulating secondary metabolism and stress responses in plants, including the AP2-EREBP, bHLH, MADS, MYB, and WRKY families (Fig 2C). The most of up-regulated TFs were MYB TFs, which are known to play key roles in MeJA-mediated flavonoids biosynthesis and the MeJA response network in licorice cells.

### Cloning and bioinformatic analyses of *GlMYB4* and *GlMYB88*

The *GlMYB4* gene was cloned (S4A Fig) and sequenced, and the sequencing results were compiled using DNAMAN software. The cDNA sequence contained a 753 bp ORF encoding a total of 251 amino acids. The *GlMYB4* gene sequence was submitted to GenBank for sequence alignment, and the related TF protein sequences from other plants were downloaded. The phylogenetic tree was constructed using MEGA7.0 software. A shown in Fig 3A, several MYB genes were identified that are closely related to the typical R2R3-MYB TF. The genetic relationship between *GlMYB4* and *VrMYB4*, *GsMYB4*, *GmMYB4*, and *GmMYB88* are very close, and they all harbor the typical R2R3 structure.

**Fig 3:**
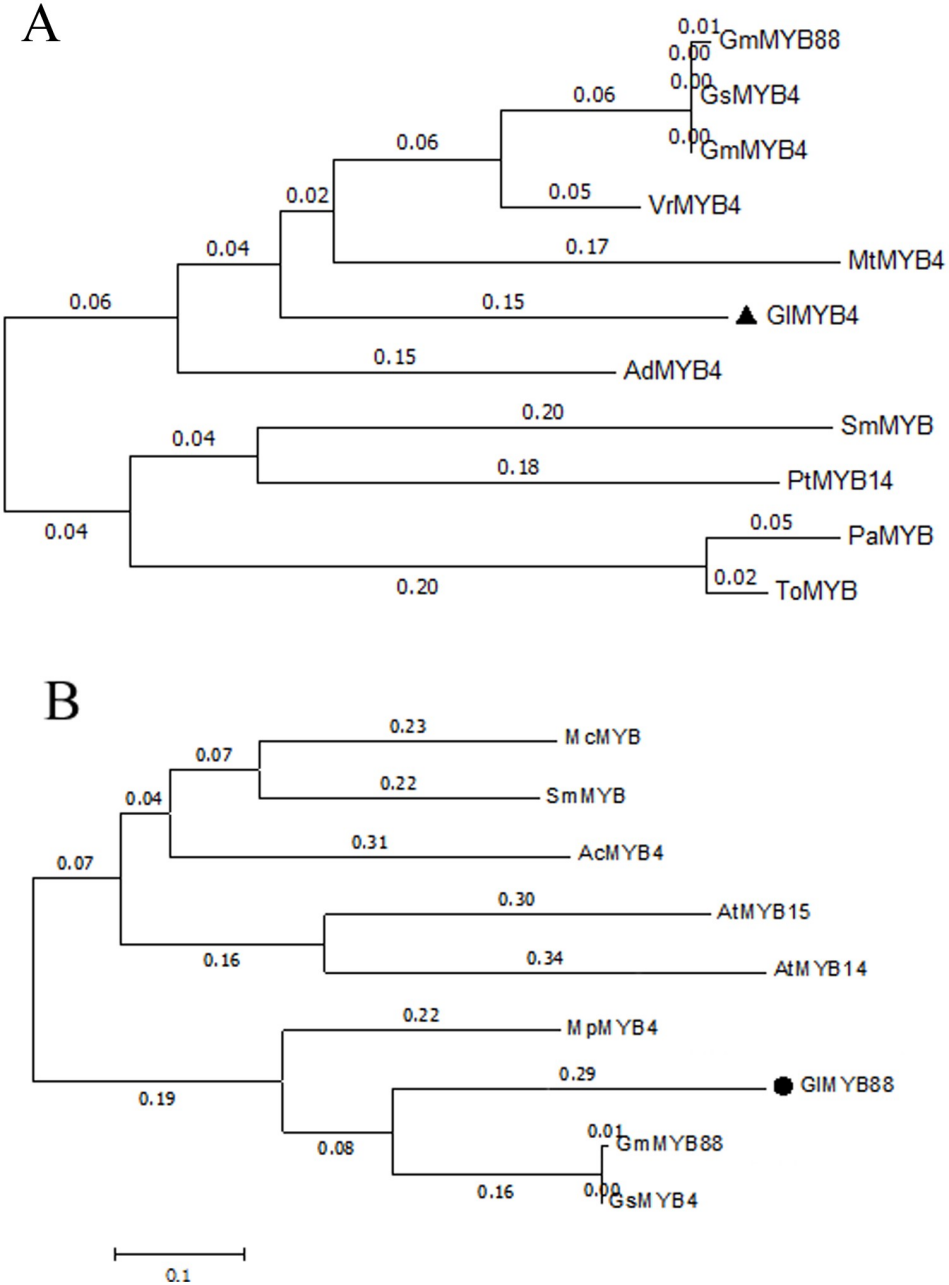
*GlMYBs* phylogenetic tree. (A) *GlMYB4* phylogenetic tree. (B) *GlMYB88* phylogenetic tree.

The *GlMYB88* gene was cloned (S4B Fig) and sequenced. The cDNA sequence contained a 1077 bp ORF encoding a total of 359 amino acids. The phylogenetic tree was constructed using MEGA7.0 software. A shown in Fig 3B, several MYB genes were identified that are closely related to the typical R2R3-MYB TF. The genetic relationship between *GlMYB88* and *GmMYB88*, *GsMYB88*, *MpMYB4* are very close, and they all harbor the typical R2R3 structure.

### Subcellular localization of *GlMYB4* and *GlMYB88*

The linearized pJG054 vector was ligated to the *GlMYB4* PCR product to construct the recombinant expression plasmid pJG054-*GlMYB4* (S5 Fig), which was transferred into *Agrobacterium* GV3101 competent cells. Tobacco leaves were then injected with the transformed *Agrobacterium* and observed under laser confocal fluorescence microscope after 60 h. As shown in Fig 6, the yellow fluorescence carried by the recombinant vector p054-*GlMYB4* overlaps with the DAPI blue fluorescence showing the nuclear position, then it appears white. It was found that the expressed GlMYB4 protein was localized to the nucleus (Fig 4A). Similarly, *GlMYB88* protein is located in the nucleus (Fig 4B).

**Fig 4:**
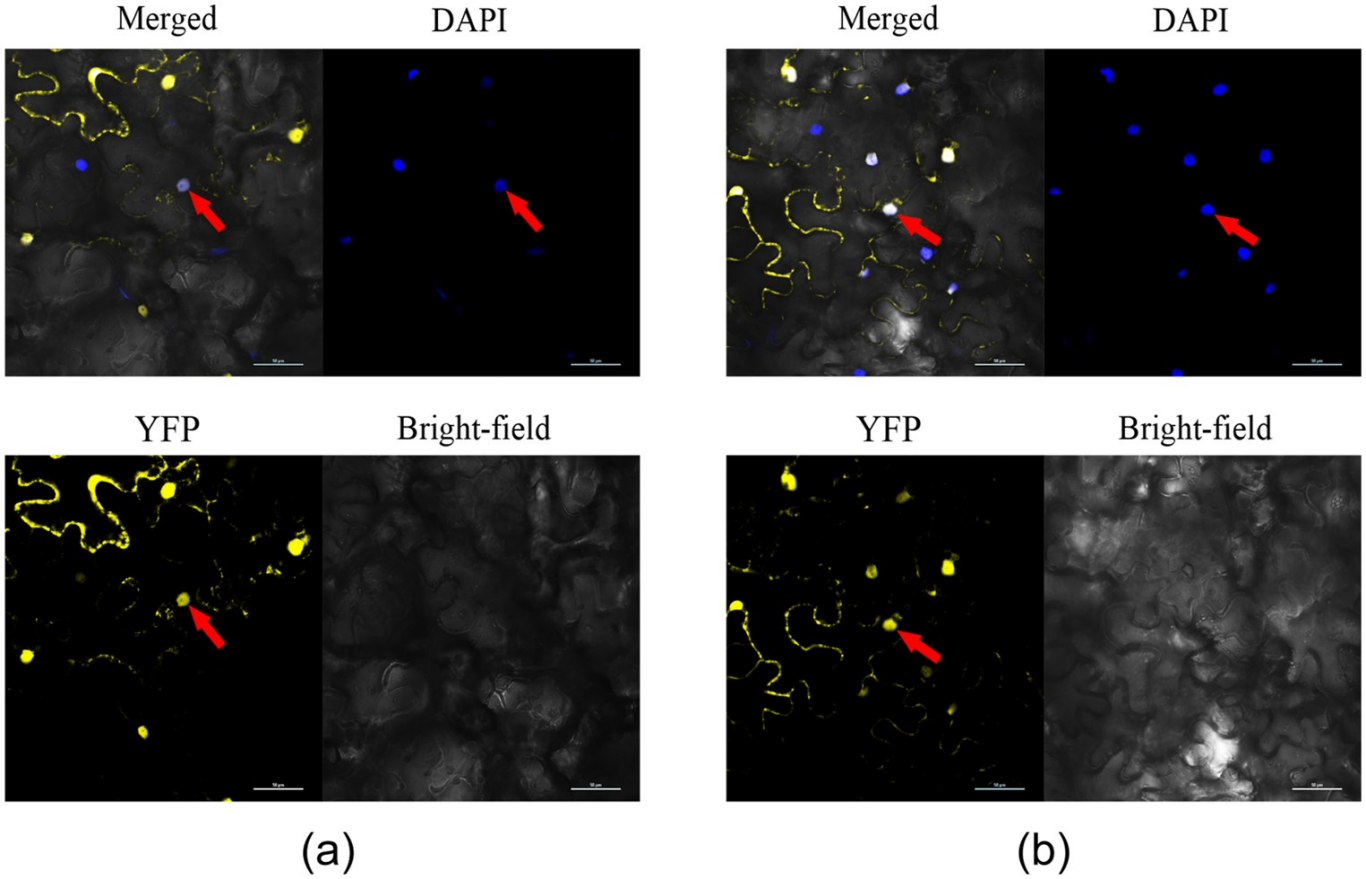
GlMYBs subcellular localization analysis. DAPI is used as the nuclear dye, and YFP is the fluorescent protein carried by the target gene. Bright-field image of the cellular morphology under unexcited light. Merged represents the overlapping of all three images. The red arrow indicates the position of the nucleus and GlMYBs protein co-localization. (A) GlMYB4 subcellular localization analysis. (B) GlMYB88 subcellular localization analysis.

### Expression analysis of *GlMYB4* and *GlMYB88* in different structures and growth periods of licorice

To determine the expression of *GlMYB4* and *GlMYB88* in the different structures and growth periods of licorice plants, tube seedlings at 2, 3, 4, and 5 weeks of age were assessed via qPCR (Figs 5 and 6). The results showed that the expression of *GlMYB4* and *GlMYB88* changed substantially over time. As shown in Fig 5, at 2 weeks, the seedlings had just grown up, and there was no significant difference in the expression levels of *GlMYB4* in roots, cotyledons, stems, and leaves. From 3 weeks, *GlMYB4* gene expression level began to differ in different organs, but the difference was not significant. However, the expression level in the roots gradually increased and exceeded the expression level in the leaves at 4 weeks. At this time, the cotyledons began to turn yellow from the edge, and the leaves grew more vigorously, and the roots grew continuously in the medium. At 5 weeks, the roots demonstrated more growth activity, while the cotyledons began to wither. Additionally, at this time point, the leaves also began to undergo yellowing and *GlMYB4* expression was highest in the roots. The expression level of *GlMYB88* is basically similar to that of *GlMYB4* (Fig 6). In general, the relative expression levels of *GlMYB4* and *GlMYB88* increase with the growth period of the plant, and the expression level of *GlMYB88* was higher than that of *GlMYB4*.

**Fig 5:**
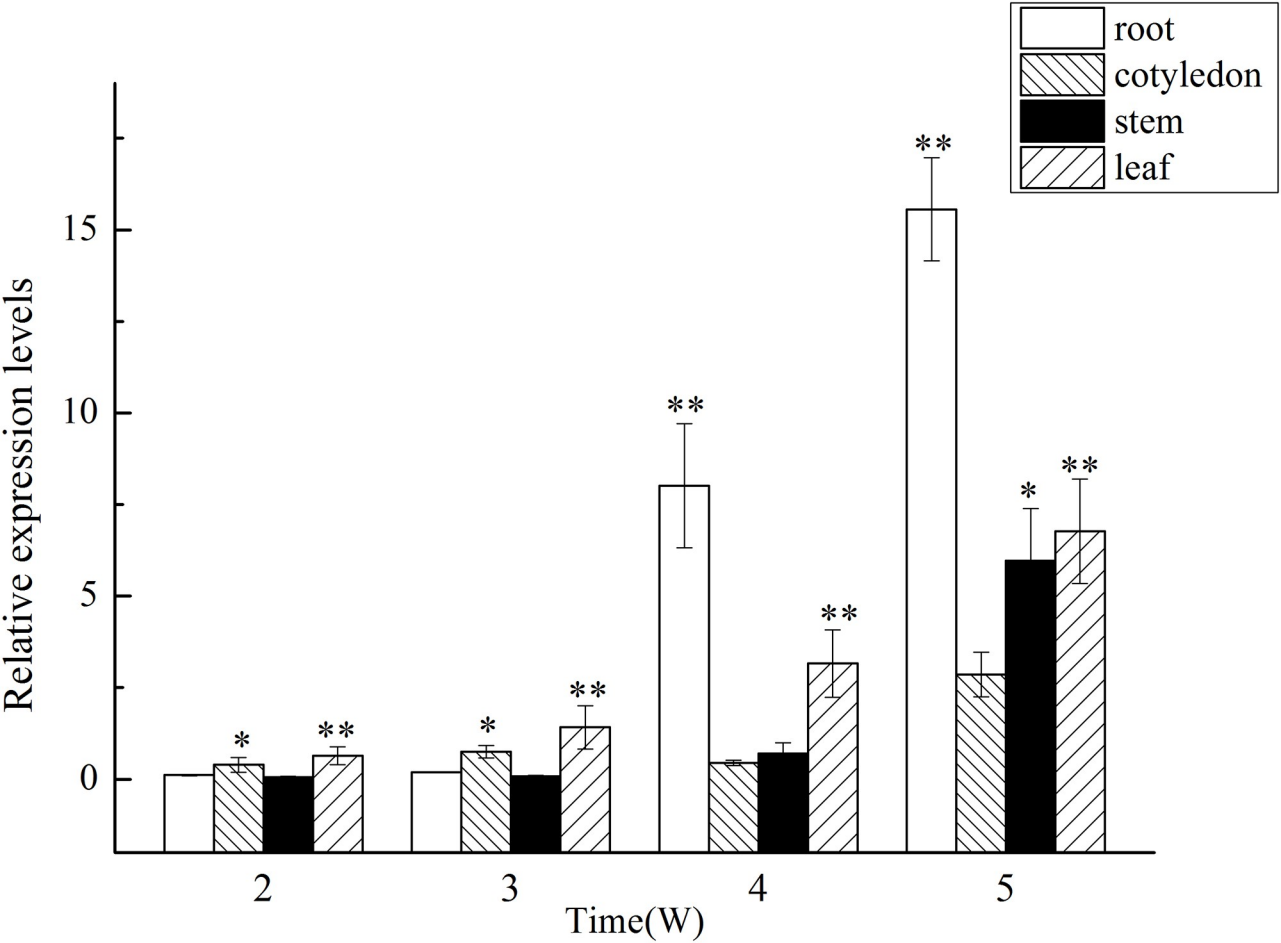
Expression analysis of *GlMYB4* in different structures and growth periods of licorice. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for aseptic licorice seedling at different structures and growth periods: *P < 0.05; **P < 0.01. (A) Expression analysis of *GlMYB4* in different growth periods of licorice. (B) Expression analysis of *GlMYB4* in different structures of licorice.

**Fig 6:**
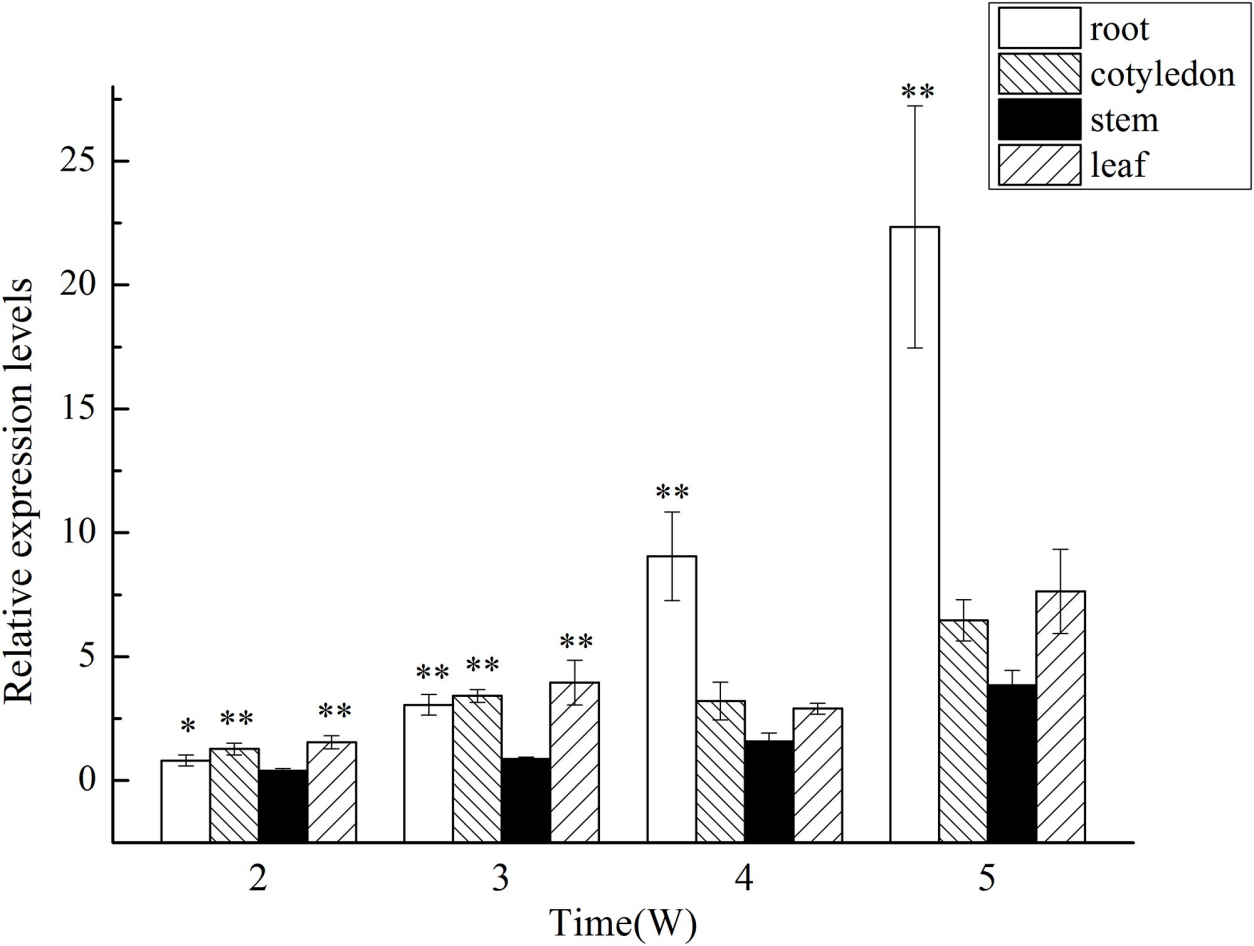
Expression analysis of *GlMYB88* in different structures and growth periods of licorice. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for aseptic licorice seedling at different structures and growth periods: *P < 0.05; **P < 0.01. (A) Expression analysis of *GlMYB88* in different growth periods of licorice. (B) Expression analysis of *GlMYB88* in different structures of licorice.

### Overexpression of *GlMYB4* and *GlMYB88*

As the recombinant vector contained kanamycin resistance gene, so kanamycin-resistant concentration were screened before transformation experiments. In the experiment, licorice cells was inoculated with different kanamycin concentration medium (10–150 mg•L^-1^) for 30 days. When the kanamycin concentration was 50 mg•L^-1^, the cells were able to grow normally within 30 days (S6 Fig). Combined with the growth conditions of the transformed *Agrobacterium*, 50 mg•L^-1^ was selected as the concentration used in subsequent experiments. When the exogenous gene p054-*GlMYBs* was inserted and integrated into the genome of licorice cells, the gene sequence on the recombinant vector could be amplified by PCR. Genomic DNA was extracted from the transgenic cells and using the untransgenic cell as the control, and specific primers were designed for the amplification of a gene segment with the YFP gene sequence on the plasmid. The results showed that the recombinant plasmid was successfully integrated into the genome of licorice cell (S7 Fig).

The expression level of the *GlMYB4* gene in the suspended licorice cells harboring the overexpression *GlMYB4* plasmid was significantly higher than that in the control group, as based on qPCR analysis, and the expression levels of the *CHS* and *C4H* genes were also shown to be significantly higher than the control group (Fig 7) in the. The results of *GlMYB88* were similar to that of *GlMYB4*, and the effect of *GlMYB88* was more significant.

**Fig 7:**
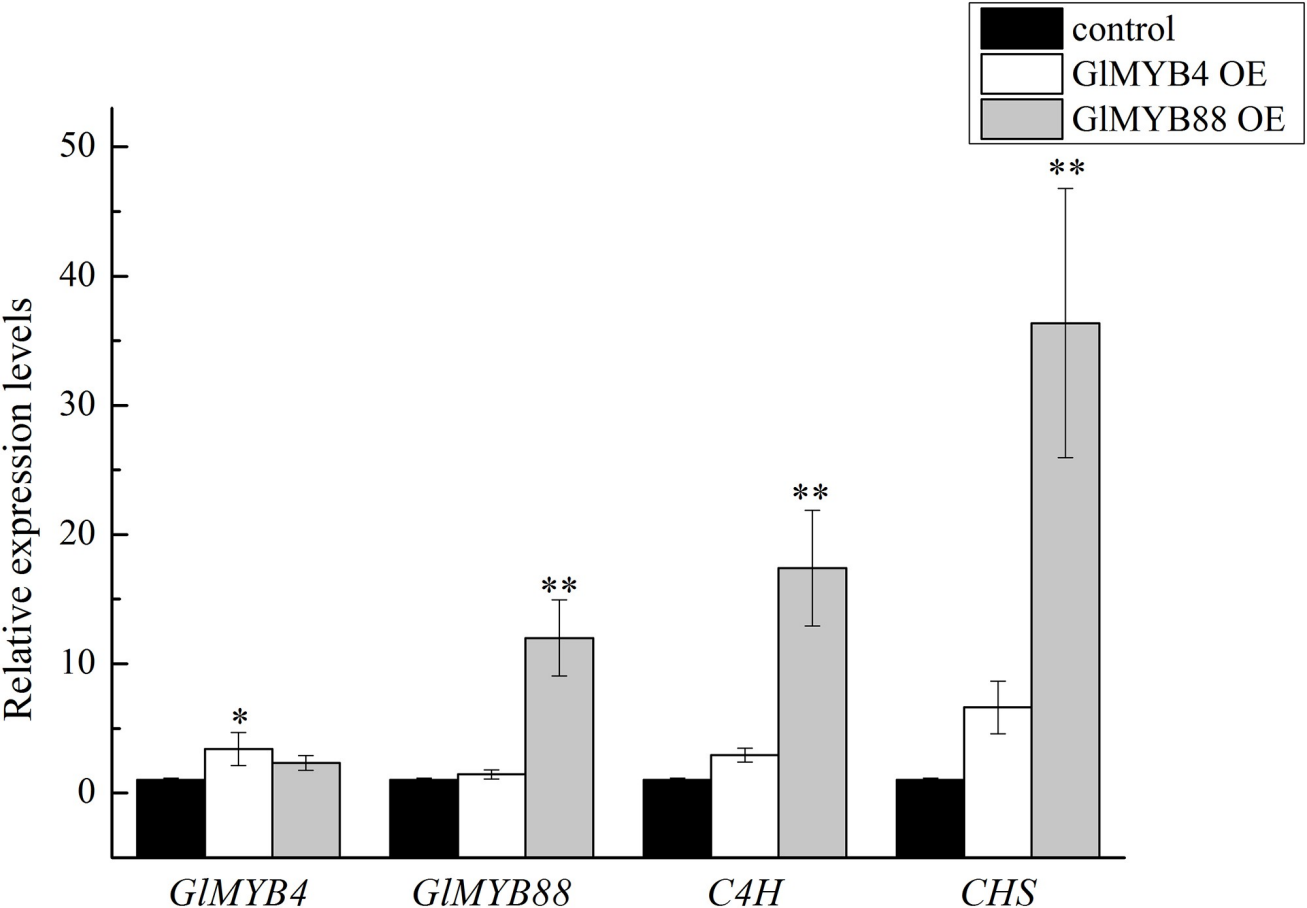
The expression level of the *GlMYB4*, *GlMYB88*, *C4S*, and *CHS* genes in the control and overexpression (OE) cells. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for the empty vector control: *P < 0.05; **P < 0.01. Control: untransformed cell; GlMYB4 OE: overexpression *GlMYB4* group; GlMYB88 OE: overexpression *GlMYB88* group; *C4H*: cinnamic acid-4-hydroxylase; *CHS*: chalcone synthase.

In these cells, the total amount of flavonoids was measured via UV-Vis analysis after culturing over 40 days, and it was found that the content of flavonoids in the overexpression *GlMYB4* group was 1.57 times that of the control. The content of flavonoids in the overexpression *GlMYB88* group was 1.80 times that of the control (Fig 8 and S8 Fig). Isoliquiritigenin is a typical monomer of licorice flavonoids. The content of isoliquiritigenin in each group of cells was detected by HPLC (Fig 9 and S9 Fig). The results showed that the content of isoliquiritigenin increased in the transgenic cells. Among them, the content of isoliquiritigenin in the transgenic *GlMYB88* cell line was the highest, about 5.57 times that of the control group; the content of isoliquiritigenin in the transgenic *GlMYB4* cell line was about 2.11 times the control group.

**Fig 8:**
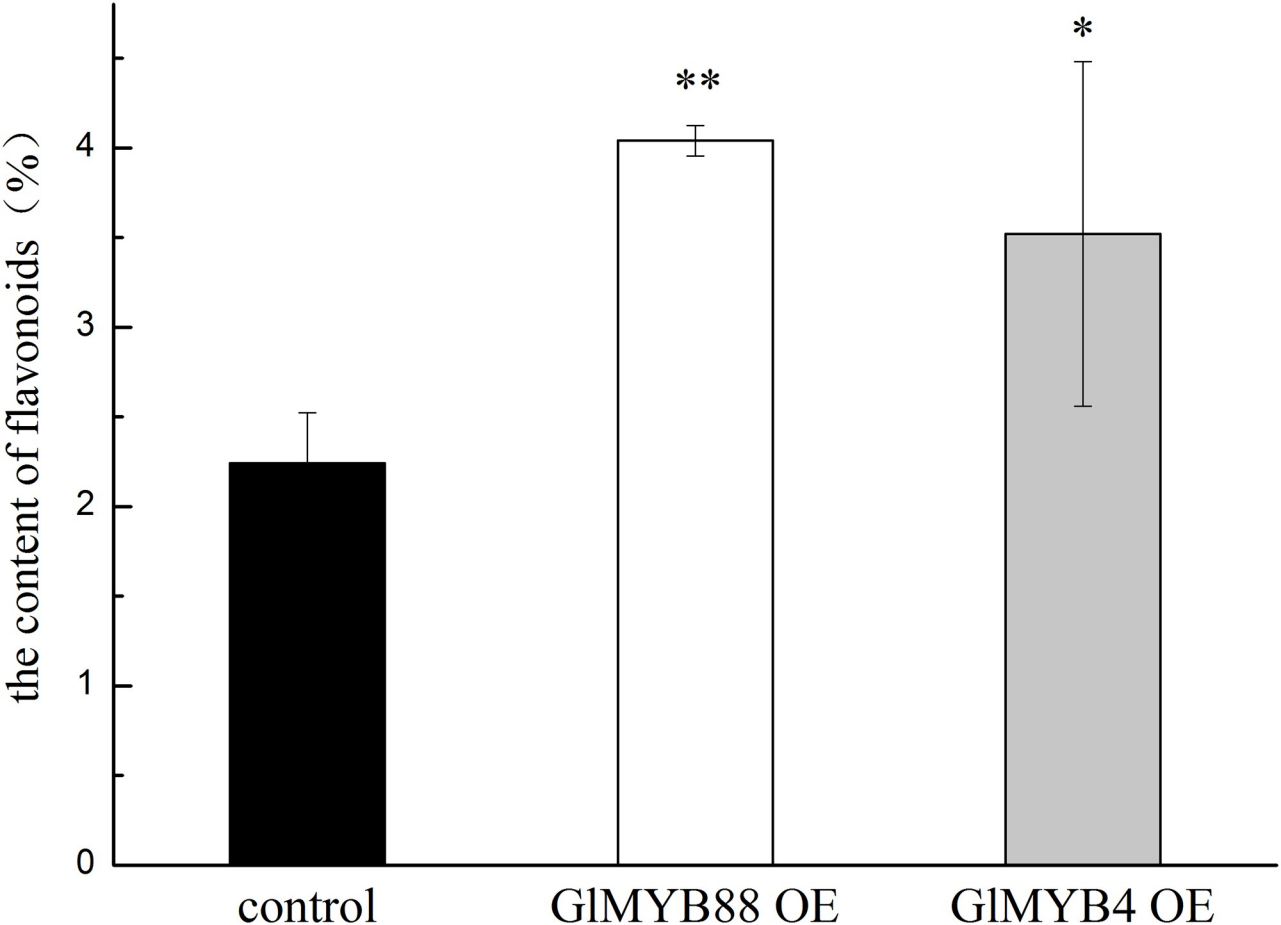
Determination of the total flavonoids in the control and experimental groups. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for the empty vector control: *P < 0.05; **P < 0.01. Control: untransformed cell; GlMYB4 OE: overexpression *GlMYB4* group; GlMYB88 OE: overexpression *GlMYB88* group.

**Fig 9:**
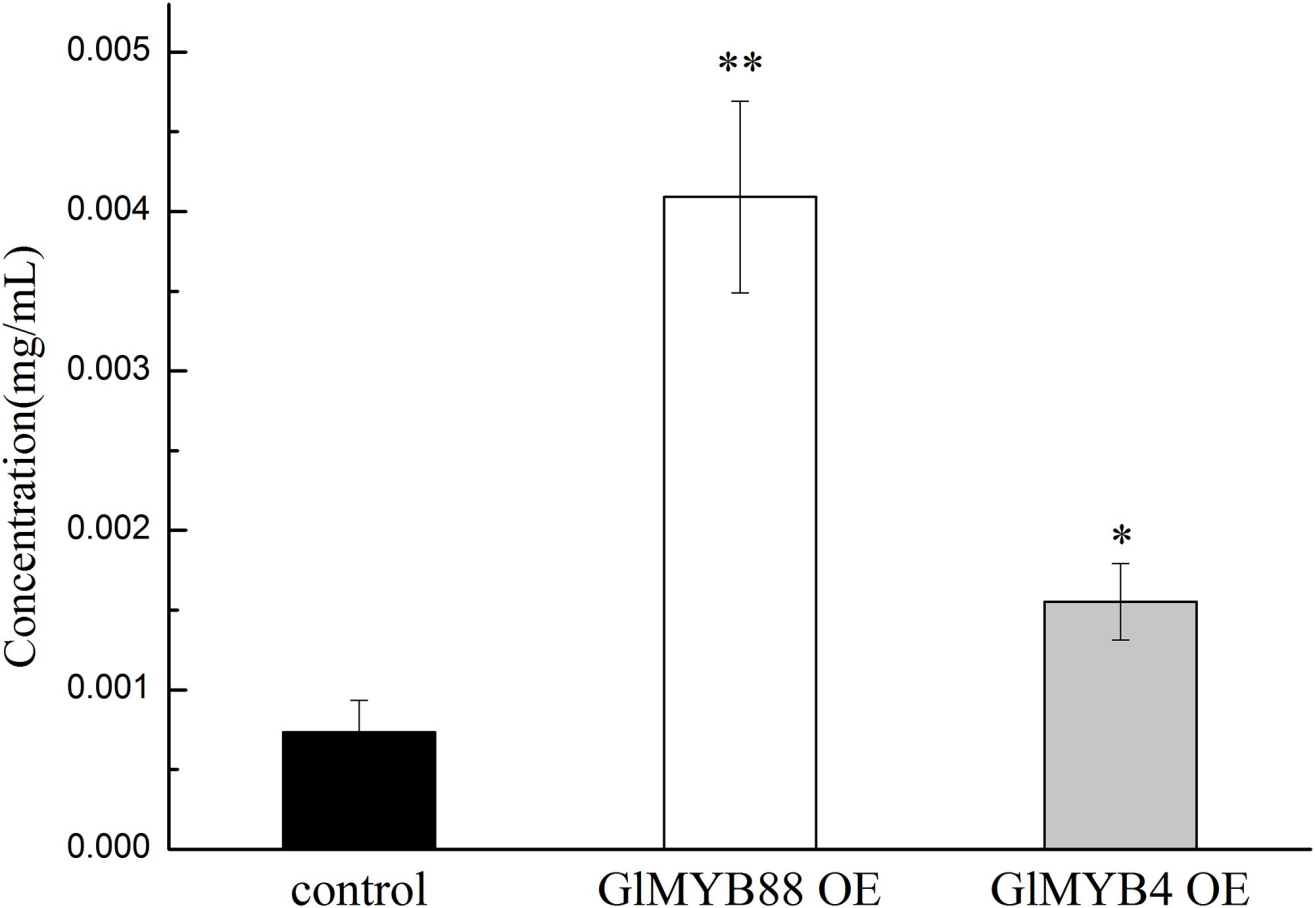
Determination of the isoliquiritigenin in the control and experimental groups. Data presented here are the mean of three replicates with error bars indicating ± SD. Asterisks indicate significant differences with values for the empty vector control: *P < 0.05; **P < 0.01. Control: untransformed cell; GlMYB4 OE: overexpression *GlMYB4* group; GlMYB88 OE: overexpression *GlMYB88* group.

## Discussion

When licorice cells are induced by MeJA, the overall yield of flavonoids can be increased [34]. In addition to licorice, there are many studies showing that the exogenous MeJA can induce the JA signal pathway in plants, including *Arabidopsis*, Taxus cells, and *Centella asiatica* [12, 27, 29, 30, 35–37]. When the exogenous hormone MeJA enters the plant, MeJA is converted to JA via the action of jasmonic acid carboxyl methyl transferase (JMT), thus increasing the JA content, which can complex with Ile to form JA-Ile. Active JA-Ile can induce SCF^COI1^-mediated degradation of Jasmonate ZIM-domain proteins (JAZ) and the JA-responsive TF is freed to play a regulatory role in downstream gene expression, thus initiating the plant's response to external environmental stressors [26, 37, 38]. At present, the TFs involved in the synthesis of plant secondary metabolites and the response to JA signaling primarily include ERF, bHLH, MYB, WRKY, HD-ZIP, DOF, NAC, and TFIIIA zinc fingers.

Studies have shown that the biosynthesis of flavonoids is regulated by MYB transcription factors [20, 39–43]. The MYB gene sequence was first identified by Graf in 1941 from AMV and E26, which caused avian acute myeloblastic leukemia viruses. In 1982, Klempnauer and other researchers identified a common transforming gene, called v-myb oncogene, from the avian myeloma virus. Clorless1 (C1) of maize was the first MYB transcription factor isolated and identified in plants [44–46]. Based on the number of MYB domain repeats (R), plant MYB proteins are divided into four sub-categories: 1R-MYB (containing only one R), R2R3-MYB, R1R2R3-MYB, and 4R-MYB (each containing four similar R1/R2 repeats). Among these, R2R3-MYB represents the largest class of MYB TFs in plants. MeJA can regulate the binding of MYB TFs to specific upstream DNA sequences and induce the efficient synthesis of plant secondary metabolites [47]. A study of 125 R2R3-MYB members demonstrated that about 32% of the members could be induced by JA, with about 4% down-regulated under these conditions [48]. MYB proteins with different functions were isolated and identified from plants such as arabidopsis thaliana and soybean and studied [17, 18]: *AtMYB24* played an important role in the development of *arabidopsis thaliana*;*GmMYBJ3* could increase the biosynthesis of isoflavones in soybean. These studies indicate that the MYB TFs are extensively involved in hormonal response processes, which play important roles in regulating the plant stress response. For legumes, studies on MYB TFs are more common in some common species such as soybean, and there are also studies on astragalus and pueraria, but there are few studies on MYB transcription factors in licorice. RNA-Seq is a rapid and efficient method for analyzing gene expression in tissues and cells and, as such, can make an important contribution to the understanding of the molecular mechanisms in plants [49–52]. Moreover, this method can detect low-abundant transcripts [53–55] and provides important information related to gene expression and transcriptional profiles [54–56]. In this study, transcriptome sequencing of licorice cells after MeJA treatment was performed, and a total of 11 MYB genes were identified that responded significantly to MeJA induction. Subsequently, *GlMYB4* and *GlMYB88* were cloned and analyzed.

Licorice has a variety of pharmacological activities, including antiviral, anticarcinogen and other effects [57–60], and this plant is widely used as one type of tonic class of medicinal materials. In practical application, the parts of the licorice plant that are typically used medicinally are mainly the roots and rhizomes [60]. A large number of studies have also shown that the main active ingredients in licorice accumulate in the roots more than other parts. TFs act on the upstream of specific target genes to regulate gene expression, and their expression level in the body should also vary with the level of target gene expression. In this study, the quantitative expression of *GlMYB4* and *GlMYB88* in the different structures and growth periods of licorice was analyzed. It was shown that, although the expression level of *GlMYB4* and *GlMYB88* were not high in the roots at the early stage of tube seedlings, their expression were gradually increased as the plants grew, indicating that expression level of *GlMYB4* and *GlMYB88* can respond to different accumulation of flavonoids.

Proteins are the main carriers of life activities, and genetic material needs to be translated into proteins to function. There are various organelles (or substructures) in the cell, which together constitute the most basic structure of the cell and enable the cell to function normally. Subcellular localization technology can provide important reference information for determining the function of some unknown proteins. A large number of studies have shown that most transcription factors are located in the nucleus, but a few transcription factors are found in cytoplasm, cell membrane and so on. We subcellularly localized the proteins encoded by *GlMYB4* and *GlMYB88*, the experimental results showed that *GlMYB4* and *GlMY88* proteins were shown to localize to the nucleus via laser scanning confocal microscopy.

Flavonoids are secondary metabolites of licorice and are important medicinal ingredients. Most flavonoids are derived from the phenylpropane metabolic pathway, in which phenylaline is converted to cinnamic acid by phenylalanine aminolase (PAL) catalysis, and cinnamic acid is catalyzed by C4H to produce 4-hydroxycinnamic acid. Subsequently, 4-hydroxycinnamic acid is transformed into coumaryl-coenzyme A by 4-coumaryl-CoA synthase (4CL). One molecule of 4-coumaryl-CoA and three molecules of malonyl-CoA can be synthesized into charketone under the action of CHS, and a variety of flavonoids can be derived after charketone is catalyzed by chalcone isomerase (CHI) [11, 12]. In this study, expression level of two key enzyme genes, *C4H* and *CHS*, were analyzed to verify that *GlMYB88* and *GlMYB4* can regulate the flavonoid synthesis in licorice. When *GlMYB4* and *GlMYB88* were overexpressed, the expression levels of the key enzyme genes *CHS* and *C4H* were also significantly increased, and the total flavonoid and isoliquiritigenin content were also increased. These observations indicated that *GlMYB*4 and *GlMYB88* likely functioned as a TF that positively regulates the synthesis of flavonoids in licorice cells.

With the increasing market demand and overexploitation, the availability of wild licorice has been greatly reduced and cannot meet the current demand. As an alternative, cell suspension systems are generally considered a suitable method for large-scale production [5], and this research shows that exogenous MeJA can be used to activate TF-related genes and increase gene expression related flavonoid biosynthesis. The transcriptome data is also an important public resource that could be used to accelerate the research of the MeJA response network and the regulatory mechanism involved in plant flavonoid biosynthesis. With the increasing knowledge of MYB TFs and their regulation of flavonoid biosynthesis, there exists a real possibility for mass production of flavonoids via direct genetic manipulation to increase the productive capacity of cell cultures.

## Supporting information

S1 Fig The establishment of the suspended licorice cell lines. (TIF) Click here for additional data file.

S2 Fig The NR comparison results. (TIF) Click here for additional data file.

S3 Fig Volcano plot. (TIF) Click here for additional data file.

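A volcano plot sets the log2 fold change of each gene against the significance of its difference. In the edgeR fit of the deposited counts, 9983 tested unigenes (40.5%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.000226. The median log2 fold change of the DEGs was 2.30 (quartiles 1.72 and 3.14) for those higher in the libraries labelled MeJA and -2.28 (quartiles -3.77 and -1.60) for those lower, with the signs exchanged if the names inside the files hold. Of the DEGs, 40 of those higher and 151 of those lower had no count in a whole group. Setting these to the bound that 3 counts over the group allow left the medians at 2.30 and -2.28. A median does not move while such values stay on the same side of it, so this says nothing of their size. A stricter threshold of 0.01 moved the medians to 3.09 and -3.94, and 0.001 with an absolute log2 fold change of at least 1 moved them most, to 5.24 and -5.89. At the threshold of 0.05, the median of those higher was 1.67 with limma on log2(FPKM + 1), and the median of those lower was -3.65 with no filter on low counts and -3.48 without the library labelled MeJA 1. An absolute log2 fold change of at least 1 was met by 6550 DEGs and of at least 2 by 4091, with 2214 higher and 1877 lower. At larger cuts the balance turned: at least 3 was met by 970 higher and 1080 lower. For at least 4 the numbers were 440 and 716, and for at least 8 they were 23 and 74. These numbers use fitted values, which depend on edgeR's prior count for the 40 and 151 DEGs with no count in a whole group. The bound was set for the medians only, so how much of the imbalance at large cuts comes from these DEGs was not tested.

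**Figure D3:**
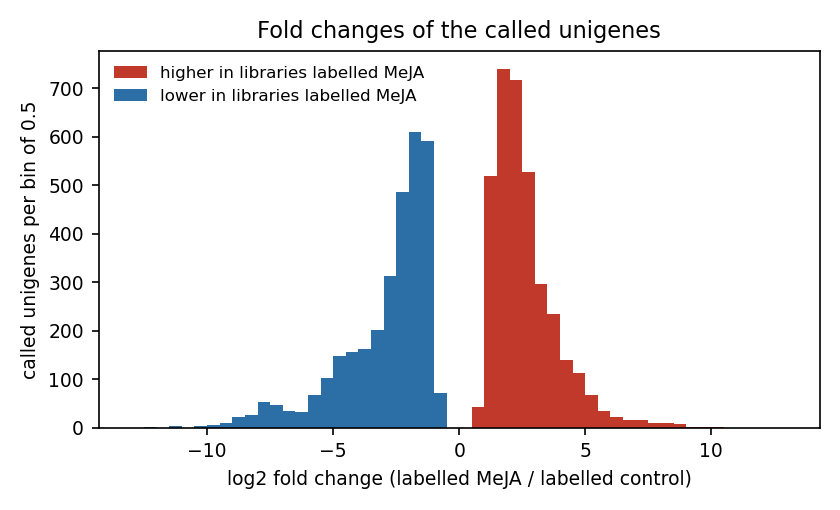
Number of called unigenes (vertical axis) by log2 fold change, labelled MeJA over labelled control (horizontal axis, bins of 0.5), with unigenes higher in the libraries labelled MeJA in red and lower in blue. The medians are 2.30 and -2.28. The 40 and 151 unigenes with no count in a whole group are drawn at fitted values that depend on edgeR's prior count.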

S4 Fig Gene clone (A) *GlMYB4*; (B) *GlMYB88*. (TIF) Click here for additional data file.

S5 Fig pJG054 vector map. (JPG) Click here for additional data file.

S6 Fig Kanamycin resistance concentration screening. (TIF) Click here for additional data file.

S7 Fig Detecting of transformed cell vector marker gene. (TIF) Click here for additional data file.

S8 Fig The rutin standard curve. (TIF) Click here for additional data file.

S9 Fig The isoliquiritigenin standard curve. (TIF) Click here for additional data file.

S1 Table MeJA treatment conditions. MeJA is the experimental group, and anhydrous ethanol represents the control group.
(DOCX) Click here for additional data file.

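S1 Table lists what was added to the suspension cells and for how long. Each treatment time has a culture that received MeJA solution and a culture that received anhydrous ethanol as its control, in volumes that stay the same over all times. The sequenced libraries come from the cultures treated for 9 h.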

S2 Table Primer sequence. (DOCX) Click here for additional data file.

S3 Table Statistical table of the splicing of transcripts. (DOCX) Click here for additional data file.

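S3 Table gives the sequenced reads of each library and the size of the assembly. The files allow these reads to be set against the fragments that the authors counted on unigenes. Whether S3 Table counts both reads of a pair is not stated, so the spread of the percentages can be read but not their level. Matched by sample title, the counted fragments made between 33.5% and 48.8% of the reads, with a coefficient of variation of 15.8% over the 6 libraries. Matched by the sample name inside each file, they made between 40.1% and 40.8%, with a coefficient of variation of 0.616%. Of the 720 ways to assign the 6 names to the 6 libraries, the names inside the files gave the 2nd smallest variation and the sample titles ranked 505. The smallest, 0.586%, differed from the names inside the files only in exchanging the libraries labelled MeJA 3 and control 1, whose names inside the files have 49819038 and 50291136 reads.

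**Figure D4:**
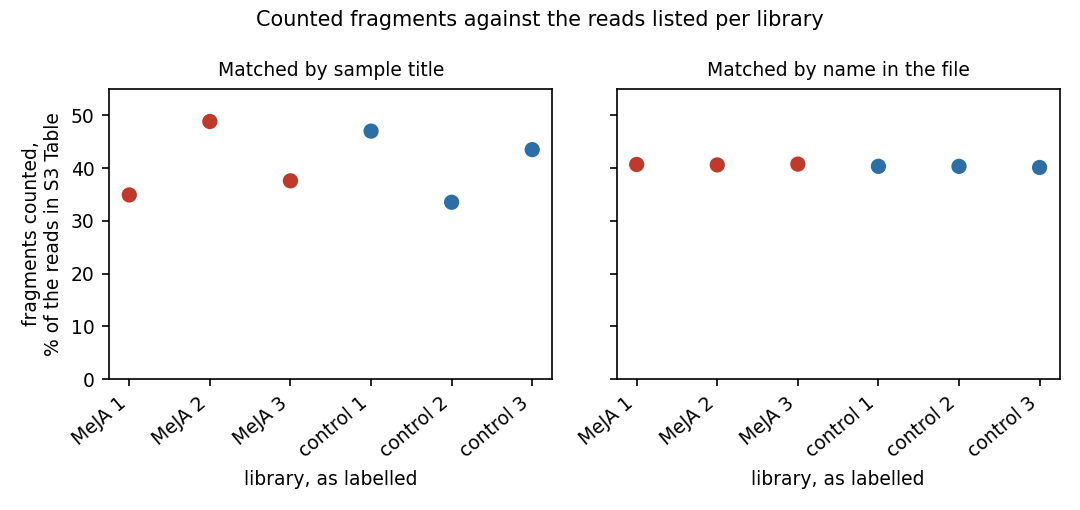
Fragments counted on unigenes as a percent of the reads in S3 Table (vertical axis) for each library as labelled (horizontal axis), matched by sample title on the left and by the name inside the file on the right. The points lie between 33.5% and 48.8% on the left and between 40.1% and 40.8% on the right.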

# Supplementary material for: Two responses to MeJA induction of R2R3-MYB transcription factors regulate flavonoid accumulation in Glycyrrhiza uralensis Fisch
**Source:** PLoS One. 2020 Jul 30;15(7):e0236565. doi: 10.1371/journal.pone.0236565
**Supplement:** S1 Table — MeJA is the experimental group, and anhydrous ethanol represents the control group.

| Sample | Adding MeJA solution (μL) | Adding anhydrous ethanol (μL) | Processing time (h) |
| --- | --- | --- | --- |
| 1 | 25 | 0 | 1 |
| 2 | 0 | 20 | 1 |
| 3 | 25 | 0 | 3 |
| 4 | 0 | 20 | 3 |
| 5 | 25 | 0 | 6 |
| 6 | 0 | 20 | 6 |
| 7 | 25 | 0 | 9 |
| 8 | 0 | 20 | 9 |
| 9 | 25 | 0 | 12 |
| 10 | 0 | 20 | 12 |

# Supplementary material for: Two responses to MeJA induction of R2R3-MYB transcription factors regulate flavonoid accumulation in Glycyrrhiza uralensis Fisch
**Source:** PLoS One. 2020 Jul 30;15(7):e0236565. doi: 10.1371/journal.pone.0236565
**Supplement:** S2 Table

| Gene | Primer sequence | |
| --- | --- | --- |
|  | Forward primer（5’-3’） | Reverse primer（5’-3’） |
| CHS | GAGAACAACAAAGGTGCTCGTG | GCCGTCCAAACCAACTCAAAT |
| C4H | ACATTTTGGACGCTCAGAAGAA | ATCTGGCTCAGTCACTTGGTGT |
| Actin | AGAAGGATGCCTATGTGGGTG | TCTGTTTGCTTTTGGGTTGAG |
| GlMYB4 | AGAGACCCATAATTGCACATGC | TTATGTTTCCATGCCCTTTTGA |
| J4 | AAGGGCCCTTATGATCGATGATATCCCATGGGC | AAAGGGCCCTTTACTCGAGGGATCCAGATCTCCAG |
| M4D1 | AATACGACTCACTATAGGGCGAC | CTTCTTCAAACCCATCTTCTCAC |

# Supplementary material for: Two responses to MeJA induction of R2R3-MYB transcription factors regulate flavonoid accumulation in Glycyrrhiza uralensis Fisch
**Source:** PLoS One. 2020 Jul 30;15(7):e0236565. doi: 10.1371/journal.pone.0236565
**Supplement:** S3 Table

|  | Reads | Transcripts | Unigenes |
| --- | --- | --- | --- |
| E-1 | 50291136 | 151529 | 116907 |
| E-2 | 42257958 |  |  |
| E-3 | 54019220 |  |  |
| C-1 | 43148884 |  |  |
| C-2 | 50834752 |  |  |
| C-3 | 49819038 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

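RNA-Seq of suspended licorice cells was analysed in 6 libraries, 3 labelled as treated with MeJA for 9 h and 3 labelled as control. The authors had the libraries sequenced on an Illumina platform, assembled the reads de novo and estimated expression with RSEM. The assembler, the aligner, the read filters and the RSEM version are not given in the sources used here. The authors deposited, for each library, the estimated count of fragments per unigene (RSEM's expected count, not normalized), of which between 0.321% and 0.377% of the values were not whole. The FPKM in the same deposited files was computed by the authors from these counts and the effective length of each unigene. Replicates were not pooled.

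Samples were grouped by their labels. The name inside every file carries the opposite group letter, so each direction depends on which is right, and the reads in S3 Table were used to check both. Expected counts were rounded to whole numbers. Library totals ranged from 17041505 to 21670945, so that a unigene at 0 in a whole group is bounded at 0.0423 CPM in the libraries labelled MeJA and 0.0619 in those labelled control (3 counts over the group's library sizes after TMM scaling, counting error only). No replicates were duplicates of each other, as the chi-square per degree of freedom between replicates was at least 87.1.

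Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest, prior count 0.125, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.05. The alternatives were other thresholds, RLE, upper-quartile and total-count scaling, other filters on low counts, DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, counts summed per component of the assembly, counts thinned to the smallest library and each library left out in turn. Tables and exact tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

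The groups share replicate numbers. Deviations from the group means of libraries with the same number correlated across unigenes at 0.253, 0.277 and 0.299 for numbers 1 to 3. Between libraries with different numbers the correlations ran from -0.388 to 0.126. Deviations sum to 0 within a group, so these values are not independent, and no test set this matching against the other possible ones. The numbers were taken to pair the libraries on this ground alone. The pairing comes from this check, as neither the paper's text nor the labels state what a number stands for. The main fit does not use the pairing, and the fit with the replicate number as a block called 8350 DEGs.

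The unigenes named by identifier were, in each direction, the 2 with the smallest adjusted p among DEGs with an absolute log2 fold change of at least 1 and no overlap between groups, with ties broken by the larger fold change. The files pair no identifier with a gene name, so the genes that the paper names were not analysed here.

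The effective length of a unigene was recovered from its count and FPKM where the count was at least 10 and the FPKM at least 0.3. These minimums were lowered after stricter ones had left too many tested unigenes without a length, and 24645 of the 24646 tested unigenes then had one.

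The fits were tested on simulated data with 200 of 24646 unigenes changed between the libraries labelled MeJA and control. edgeR recovered 25% of the unigenes changed by a log2 of 2 and 91% of those changed by 4, and 6.45% of its calls were unchanged unigenes. DESeq2 recovered 53% and 90%, with 23.1% of its calls on unchanged unigenes, and limma recovered 24% and 79%, with 5.50%. The simulated limma run used CPM in place of FPKM. Counts were drawn once, with the dispersions that edgeR had estimated, so the shares do not rank the tools. These shares hold for that number of changed unigenes, on which the adjusted p depends.

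The GO, KEGG and transcription factor assignments, and the qPCR, cloning, localization and flavonoid measurements, were not analysed here.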

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

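The tests of on and off unigenes against reads moved within a component and against library size were chosen only after the result was seen.

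A set of unigenes was counted in a single group. Whether the paper discusses any of them is not known, because the files pair no identifier with a gene name. With at least 10 counts in every library of one group and 0 in every library of the other, 142 unigenes were counted only in the libraries labelled control and 47 only in those labelled MeJA, and the groups are exchanged if the names inside the files hold. Their median FPKM was 2.40 and 3.55 in the group that had counts. A count of 0 over a group allows up to 0.0423 CPM in the libraries labelled MeJA and 0.0619 in those labelled control. The numbers change with single libraries, because leaving one out relaxes the condition: unigenes only in the libraries labelled MeJA numbered 71 without the library labelled MeJA 2, 181 without MeJA 3, 104 without control 1 and 110 without control 3, and those only in the libraries labelled control numbered 231 without control 2. Without MeJA 3 the order of the groups was reversed, with 181 only in the libraries labelled MeJA against 156 only in those labelled control.

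The 9 other splits of the 6 libraries into 3 against 3 gave at most 1 such unigene. The real split gave 189. The count of splits with as many, 1 of 10, is the lowest that this design allows, so the splits alone cannot exclude chance and decide nothing about it. Unequal total counts are argued against, since with every library thinned to 17041503 counts 179 remained in number, against at most 1 in another split. Thinning evens the totals only. After TMM scaling the group sizes were 70983787 labelled MeJA and 48478026 labelled control, and this difference was not tested. The thinning took the place of an earlier test, that edgeR called all 175 of the 175 it tested. That test decides nothing because the unigenes were chosen for the pattern. Reads of one gene assigned to another unigene of the same component are argued against as the main source, as 0.529% of these unigenes (1 of 189) had another unigene of their component called in the opposite direction. Only 43 of the 189 had another unigene in their component at all, so a gene assembled into separate components in each group stays open. So do reads of another organism in the cultures of one group, which were not tested, and a response to MeJA, which the design names.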

How the results depend on the processing

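The thinned counts, DESeq2 on all unigenes, total counts with the replicate block and the share higher and median fold changes of DEGs at other thresholds, with medians of counts summed per component, were chosen only after the data were seen; all other alternatives were set before the data were examined. Directions are by the sample labels throughout.

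The number of DEGs, 6663, stayed within 1.5 times under 21 of 25 alternatives. A threshold of 0.01 gave 2746 (1359 higher, 1387 lower) and 0.001 with an absolute log2 fold change of at least 1 gave 70 (23 and 47), since these only narrow the same list. With each library left out, the number ranged from 3418 to 6677 (1750 to 3608 higher, 1668 to 3069 lower). The lowest were 3418 without the library labelled MeJA 1 and 3803 without the library labelled control 2; the cause was not tested, and leaving out as many samples gave 6096 without MeJA 2 and 6677 without control 1. Of the 6663 DEGs, 3390 and 3758 were still called in these fits. No DEG was called in the opposite direction under the 21 alternatives in which this was counted.

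The balance of directions was less firm. The share higher, 52.7%, was 50.8% to 55.2% with each library left out, 50.8% with RLE factors, 50.02% with upper-quartile factors, 50.5% with DESeq2 and 54.2% with a mean FPKM of at least 1. It fell under 50% with no filter on low counts (47.98%, with 5049 lower), with DESeq2 on all unigenes (47.1%, and 47.9% without independent filtering), at a threshold of 0.01 (49.5%) and at 0.001 with an absolute log2 fold change of at least 1 (32.9%). It rose to 77.0% with total counts only (6104 higher, 1820 lower), to 77.2% when the replicate block was added to these (7443 higher), to 77.1% with limma on log2(FPKM + 1) (6232 and 1854) and to 77.2% on log2(FPKM + 0.1) (6079 and 1794). FPKM is itself scaled by the library total. For the other shifts the cause was not tested.

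The median log2 fold change of DEGs higher in the libraries labelled MeJA, 2.30, was 2.44 to 2.83 with each library left out, 2.67 with no filter, 2.10 with DESeq2, 1.67 with limma on log2(FPKM + 1), 2.49 with DESeq2 on all unigenes without independent filtering and 2.11 with total counts and the replicate block. Thresholds of 0.01, and of 0.001 with an absolute log2 fold change of at least 1, gave medians of 3.09 and 5.24 for those higher and -3.94 and -5.89 for those lower. For those lower, -2.28, it was -3.48 (without the library labelled MeJA 1) to -2.44, and -3.65, -2.80, -1.63, -3.06 and -3.22 with no filter, total counts only, limma on log2(FPKM + 1), and DESeq2 on all unigenes with and without independent filtering. The cause was not tested.

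With the replicate block, 8350 DEGs were called (4425 higher, 3925 lower), 6564 of them among the 6663. The median of those higher was 2.10 with the block and 2.10 with the block on thinned counts. Within the list, DEGs were thus both lost and added with the block. Among the named unigenes the block changed no call: c72721_g1, c30011_g1, c58166_g4 and c56803_g1 kept their sign and side of the threshold under all 21 alternatives run for each. Their log2 fold changes ranged from 5.72 to 7.32, 4.03 to 9.56, -8.40 to -4.97 and -8.38 to -5.86.

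Values that come from no fitted model moved with their definition. Detected unigenes per library labelled MeJA and control were 52948 and 53997 at an FPKM above 0, 52364 and 53179 above 0.1 and 35736 and 33969 above 1 (two-sided exact permutation tests between the groups, p = 0.6, 0.7 and 0.5). The 10 and 1000 most counted unigenes took 3.48% and 47.2% of the counts labelled MeJA and 8.86% and 60.1% labelled control (p = 0.1 each from the same exact test, the smallest it allows). Mean correlations within MeJA, within control and between were 0.711, 0.639 and 0.589 with log2(FPKM + 0.1), 0.732, 0.630 and 0.583 at a mean FPKM of at least 1 and 0.652, 0.588 and 0.521 as Spearman's rho; their order did not change. Unigenes counted in a single group numbered 1414 (MeJA) and 2969 (control) from 1 count, 122 and 379 from 5 and 15 and 52 from 20, and with each library left out 49 to 181 and 156 to 231.

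At the depth and number of replicates of these libraries, edgeR recovered 25% of simulated unigenes changed by a log2 of 2 and 91% of those changed by 4, with 200 of 24646 unigenes changed. The adjusted p depends on the share changed, so these values do not give the recovery in the real comparison, where 6663 were called. Thinning every library to the smallest total gave 6472 DEGs. How calls would change with deeper sequencing was not tested.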

Differences from the paper's values

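The balance of directions at an adjusted p threshold of 0.01 was compared only after the result was seen; the counts themselves were not. The paper's text does not name the test or threshold behind its DEGs.

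The paper's number of DEGs is 2650, and 6663 were called here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's at an adjusted p threshold of 0.01 (2746), without the library labelled MeJA 1 (3418) and without the library labelled control 2 (3803), and not under the others.

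The paper's number of up-regulated genes is 1464, and 3514 were higher here in the libraries labelled MeJA. It was within 1.5 times the paper's under the same 3 alternatives (1359, 1750 and 1933) and, by the sample labels, under none of the others set before the data were examined. By the names inside the files the numbers to compare are those lower in the libraries labelled MeJA, 3149 and, within 1.5 times the paper's, 1387, 1668 and 1870 under these 3 alternatives, 1820 with total counts only, 1854 with limma on log2(FPKM + 1) and 1794 with limma on log2(FPKM + 0.1).

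The paper's number of down-regulated genes is 1186, and 3149 were lower here in the libraries labelled MeJA. It was within 1.5 times the paper's at a threshold of 0.01 (1387) and without the library labelled MeJA 1 (1668). Without the library labelled control 2 (1870), and under the others set before the data were examined, it was not. By the names inside the files the number to compare is 3514, and it was within 1.5 times the paper's at a threshold of 0.01 (1359) and without the library labelled MeJA 1 (1750), but not without the library labelled control 2 (1933) or under the others.

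The paper gives more up-regulated than down-regulated genes. By the sample labels this held here at the threshold of 0.05 with TMM factors (52.7% higher). At 0.01, where the number of DEGs came closest to the paper's, 1359 were higher and 1387 lower. At 0.05 the share higher was 77.0% with total counts only, 50.02% with upper-quartile factors and 47.98% with no filter on low counts. The share thus depends on the scaling and the filter, and it neither bears out nor contradicts the paper's balance. By the names inside the files these directions are exchanged.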

Other observations

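The tests of what the most counted unigenes take of the library, of DEGs alone in their component and of length within a single quartile of expression were chosen only after the result was seen. The minimums behind the effective lengths were also changed after a stricter choice had covered too few unigenes.

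The sample titles and the names inside the files give opposite group letters in 6 of 6 libraries. A candidate explanation is that the libraries are mislabelled by title. The fragments counted as a percent of the reads in S3 Table varied by 0.616% under the names inside the files, the 2nd smallest of 720 assignments, and by 15.8% under the titles. This is in line with the names inside the files giving each library's sample in S3 Table. It stays open whether the letters were exchanged before both S3 Table and the files were made, in which case the titles would be right. No gene with a known response to MeJA could be used to settle it, because the identifiers are not paired with gene names here.

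The real split of the libraries gave 6663 DEGs, and edgeR called 0 in each of the 9 other splits, where between 168 and 1619 unigenes had an unadjusted p under 0.05. No other tool was run on those splits. The count of splits that called as many, 1 of 10, is the lowest that 3 libraries against 3 allow, so the splits alone cannot exclude chance and decide nothing about it. In the real split 9983 unigenes had an unadjusted p under 0.05, and 45.0% of the tested unigenes had no overlap between groups, where chance gives 10%. The real split parts all 3 same-numbered pairs, and the 3 other splits that do so also called 0 (168 to 293 at the unadjusted threshold); they differ in mixing the groups.

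Technical sources of the DEGs were weighed. A difference in library size is argued against, as the totals of the groups overlap and 6472 DEGs were called with every library thinned to the smallest total (8040 with the replicate block, against 8350 unthinned). Length bias at equal counts is argued against as a source over all levels of expression. From the least to the most counted quartile of mean CPM, 20.1%, 30.8%, 31.2% and 29.8% of the unigenes in the longest quartile of length were called, against 19.8%, 21.99%, 29.8% and 35.3% in the shortest, so that the larger share was between 1.01 and 1.40 times the smaller, and in the most counted quartile it was the shortest unigenes that were called more often. In the quartile with 30.8% against 21.99%, a ratio of 1.40 (1.32 with the replicate block), a length bias stays open. Reads split or shared between unigenes of a component are argued against as the source of most DEGs, since 65.9% of the DEGs (4389) were the only unigene of their component. For the DEGs with another unigene in their component they stay open: of 590 pairs of DEGs in one component, 21.9% changed in opposite directions, against a median of 49.8% (43.6% to 56.1%) over 1000 shuffles of direction, and reads moved from a unigene to its neighbour would raise this share while shared reads would lower it. A response to MeJA, which the design names, stays open and was not tested apart from the group difference itself.

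The 100 most counted unigenes of a library took 15.3% ± 1.92 (SD, n = 3) of the counts in the libraries labelled MeJA and 25.7% ± 0.956 (SD, n = 3) in those labelled control (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Under scaling by total counts the median difference between the groups' mean log2(CPM + 0.5) over all tested unigenes was 0.47, higher in the libraries labelled MeJA. This is a difference of means of log values with that pseudocount, while the median of edgeR's fitted log2 fold changes under the same scaling was 0.56. A candidate explanation is that the 100 most counted unigenes take the counts of the others in the libraries labelled control. With these left out of the totals and of the median, it was still 0.34 (0.28 to 0.42 with each library left out), which argues against them as the whole source. It was 0.20 without the 1000 most counted and 0.05 without the 5000 most counted. Whether a broader set of highly counted unigenes accounts for the shift stays open, and the groups are exchanged if the names inside the files hold.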
